A study of Homo sapiens with 6 samples. Its data were reported in "HOXA5 inhibits the proliferation of extrahepatic cholangiocarcinoma cells by enhancing MXD1 expression and activating the p53 pathway" (2022).

How the data were processed

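Gene expression was profiled in TFK-1, an established human cell line from an extrahepatic cholangiocarcinoma (ECCA). The cells had been transduced with lentivirus and selected with puromycin. According to the labels, 3 samples overexpressed HOXA5 and 3 were normal controls, and each sample was hybridized to 1 Human OneArray slide of 31741 probes. RNA was amplified to antisense RNA, labelled with Cy5 and read on 1-colour arrays with an Agilent scanner.

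The authors deposited a table of raw intensity per probe and array on a linear scale, next to a detection p-value and a flag for every probe and array. Raw values ran from -2 to 65516, and the negative values show that some background had been subtracted. The extraction software, its background method and the meaning of the deposited flags are not given in the sources used here. In the values, flag 0 begins at a raw intensity of 58 to 67 depending on the array, and the other flag value marks dimmer probes, which are called dim below. The authors' second table, made with GeneSpring per the methods, also holds linear intensity. Each of its columns equalled the raw column times 1 constant per array (0.9616, 0.9077 and 1.082 for control replicates 1, 2 and 3, and 0.9516, 1.003 and 1.128 for HOXA5 replicates 1, 2 and 3), read from probes with a raw intensity of at least 1000. The medians of its columns, in the same order, were 173.1, 150.7, 136.3, 168.4, 176.5 and 107.2. How these constants were set remains unknown. The detection p-value as deposited by the authors was not used in any test.

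Here, an offset of 50 was added to the raw intensities, log2 was taken, and the arrays were quantile normalized. All probes were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, without a filter on brightness or covariates, and two-sided p-values were adjusted by Benjamini-Hochberg over all 31741 probes. Genes were called at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction, the thresholds that the study's methods state. Where a single gene or probe is said to keep or lose its call under an alternative, only the adjusted p under 0.05 is meant, whatever the fold. Fold changes are on the scale of intensity plus offset, which understates changes of dim genes. Of the probes, 24740 carried 1 gene symbol, 977 carried several and 6024 had none in the platform table. Symbols of 1948 probes were updated through synonyms that name 1 current gene. Each of the 18336 genes was represented by its probe with the highest mean over the 6 arrays, and probes with several symbols were left out. Of 44 other detected probes of 32 named genes, 11 did not pass the adjusted p while the probe used did (ELF3, CTSB, CXCL1, PSMC2 and SDHC among these genes). A further 28 passed it in the same direction and 1 in the opposite direction, whatever the fold. Where a gene was dim on every array of 1 group, its change is given as a bound: the bright group's mean against, per array, the higher of the lowest normalized value at flag 0 and the probe's own value. A raw intensity of 65000 or more was taken as saturated.

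A total of 36 gene lists with 959 genes, fixed before the data were examined, were tested by limma's camera with a preset correlation between genes of 0.01. The p-values were adjusted over the 36 lists. Of the list genes, 44 were not measured by a probe used here. A member is said to have risen or fallen where its adjusted p over all probes was under 0.05. Each list was also tested with an estimated correlation and by fry, and its members were counted again with p-values adjusted over the list alone.

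The rule for the genes named in the text was also fixed before the data were examined. It takes HOXA5, the genes that the study names in its text, and the 10 genes with the largest rise and the 10 with the largest fall among those past the adjusted p whose groups did not overlap and whose brighter group lay above the median probe. It further takes up to 4 members of each called list by size of change, and up to 2 members of each other list by p. Genes named outside this rule are said to have been chosen after their values were seen.

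The steps were tested on simulated data for this comparison, in 5 data sets over 18336 genes with 200 changed genes each. The changed genes were drawn only from genes whose probe lay above the median probe, so the shares below do not hold for dimmer genes. The share of changed genes called was 90.8% at a log2 fold change of -2.5, 72.8% at -1.5, 71.6% at 1.5 and 88.0% at 2.5. Of 90680 tests of unchanged genes, 8 were called. A first run had been set to require over 90% at 2.5; this was not reached, and the requirement was lowered to over 50% with a mean estimate close to the simulated change. The simulation holds independent noise for each probe and no shift shared between arrays. In a simulation of the lists, the 1 shifted list was called and 0 of the other 35 were.

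The alternatives set before the data were examined were 3 other scalings, 2 other offsets, the authors' scaled values, 2 filters on dim probes, other variance models including the methods' t-test, array weights, the replicate number as a block, the mean of a gene's probes, other list tests, and each array left out in turn. Further alternatives were added after the data had been seen and are named as such in the closing section. Slide and scan were not tested as batches, since the tables used here give neither. The number of arrays limits the precision of every value.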

Results

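Transcripts of TFK-1 cells that overexpress HOXA5, a homeobox transcription factor, were compared with those of normal control cells, with 3 arrays per group. Median raw intensity was 180, 166 and 126 on the control arrays and 177, 176 and 95 on the HOXA5 arrays (replicates 1, 2 and 3). The number of probes at flag 0, which are not dim, ranged from 17150 on HOXA5 replicate 3 to 21154 on control replicate 1. The labels do not say that the samples of a group came from separate cultures, and the study's general statement on separate experiments does not name the arrays, so the p-values measure the spread between these samples, which may be technical. Changes are log2 fold changes of HOXA5 overexpression over control ± SE from limma, with n = 3 per group.

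HOXA5 was examined first as a check of the labels. The HOXA5 probe with the higher mean intensity over the 6 arrays (PH_hs_0035417) rose by 1.94 ± 0.12 (limma, adjusted p = 0.000766), from a normalized log2 intensity of 7.07 ± 0.21 (SD) in controls to 9.01 ± 0.07 in overexpressing cells. Its raw intensities were 110, 118 and 49 in controls, where 1 array was dim, and 585, 502 and 312 in overexpressing cells. The other HOXA5 probe (PH_hs_0002929) changed in the opposite direction, by -0.34 ± 0.07 (limma, adjusted p = 0.0253). This probe did not pass the adjusted p under 16 of 21 alternatives, among them all 3 other scalings. These 16 include the fits without control replicate 1, 2 or 3 (limma, adjusted p = 0.0734, 0.0899 and 0.0765) or HOXA5 replicate 1 (adjusted p = 0.0703). The position of the probes in the transcript was not analysed here.

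Many genes differed between the HOXA5 overexpression and control samples, with 703 genes called higher and 438 called lower by at least 2-fold. The share of higher genes among them was 61.6%, and 53.1% with median scaling (653 higher and 576 lower). DDIT3, a transcription factor of the stress response, rose by 4.52 ± 0.08, and the endoplasmic reticulum (ER) chaperone HSPA5 rose by 3.64 ± 0.07. DDIT4 (3.64 ± 0.13), the interferon-induced IFITM1 (3.61 ± 0.08), LURAP1L (3.35 ± 0.06), the mRNA decay factor ZFP36 (3.30 ± 0.10), BHLHE40 (3.13 ± 0.13), EGR1 (3.13 ± 0.14) and SAT1, an enzyme of polyamine breakdown (3.08 ± 0.09), also rose. SH2D3A was dim on all control arrays and was at least 22.2-fold higher in overexpressing cells (limma, adjusted p = 5.82e-05). Among the genes that fell, NME1, a nucleoside diphosphate kinase, changed by -2.52 ± 0.42 and CDC25A, a phosphatase that activates cyclin-dependent kinases, by -2.36 ± 0.11. CENPM (-2.32 ± 0.12), GINS2 (-2.23 ± 0.15), SPC25 (-2.23 ± 0.07), MCM5 (-2.18 ± 0.17), the mRNA export factor ALYREF (-2.12 ± 0.09), ORC1 (-2.10 ± 0.15), ERCC6L (-2.04 ± 0.17) and the transcription factor FOXM1 (-2.04 ± 0.10) fell too. DDIT3 and SAT1 were saturated on 2 of the 3 HOXA5 arrays, so their values can understate the change and their SEs the error. All 1141 called genes had groups that did not overlap, as had 41.4% of all genes against 10% by chance. The genes were called on these same arrays, so their lack of overlap nearly follows from the call and is no separate support. Of the called genes, 45 that were higher were dim on every control array and 8 that were lower were dim on every HOXA5 array. At the adjusted p alone, limma called 6512 probes, but 3531, 4034 and 3962 without control replicate 1, 2 or 3. The call of NME1 was lost without control replicate 1 (limma, adjusted p = 0.0578).

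**Figure D1:**
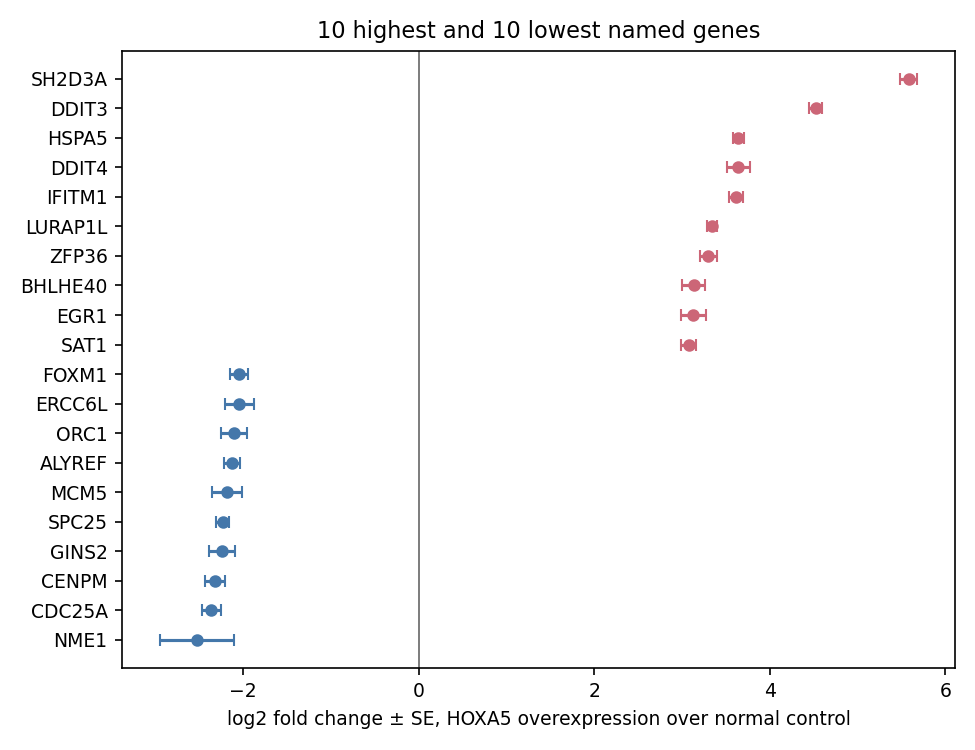
Log2 fold change of HOXA5 overexpression over normal control (horizontal axis) for the 10 genes with the largest rise and the 10 with the largest fall under the fixed rule; points are limma estimates and bars are SE, n = 3 arrays per group. SH2D3A lies farthest to the right at 5.58, but it was dim on all control arrays, so only a change of at least 22.2-fold was measured.

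The study asked whether HOXA5 acts through MXD1, which competes with MYC for its partner MAX. MXD1 rose by 1.14 ± 0.09 (limma, adjusted p = 0.00152), whereas MYC at -0.50 ± 0.46 (adjusted p = 0.527) and MAX at -0.07 ± 0.11 (adjusted p = 0.757) did not pass the test. MYC passed where the replicate numbers were taken as a block (limma, adjusted p = 0.0188), and its value ranged from -0.82 to -0.10 over 21 alternatives (adjusted p up to 0.879). For replicates 1, 2 and 3, its normalized log2 intensity was 10.53, 9.72 and 10.90 in controls and 10.07, 9.09 and 10.49 in HOXA5 overexpression. In both groups it was lowest on replicate 2, a spread that enters the SE of the main fit. Without HOXA5 replicate 1, MAX was at 0.05 (limma, adjusted p = 0.694). Another MAX probe rose by 0.36 ± 0.06 (limma, adjusted p = 0.00932). Of the 13 measured genes of the MYC, MAX and MXD network, 6 rose and 1 (MLXIP, -0.69 ± 0.14, named after its value was seen) fell; those that rose include MXI1 (1.60 ± 0.05), another MAX partner, and MYCL (1.54 ± 0.09), whose other probe gave -0.06 ± 0.10. Adjusted over the list alone, 7 rose and 1 fell; camera called the list higher (adjusted p = 0.00754), but adjusted p = 0.108 with an estimated correlation. In the E2F family, which regulates genes of S phase entry, 6 of 12 genes fell and 0 rose, with E2F2 at -1.74 ± 0.11, E2F8 at -1.31 ± 0.08 and E2F7 at -1.03 ± 0.13, whose call was lost with the authors' values. Adjusted over the list alone, 6 fell and 1 rose. Camera called this list lower (adjusted p = 0.0188), but adjusted p = 0.158 with an estimated correlation. Without the genes that other lists share, camera gave adjusted p = 0.416. The genes dropped were E2F2, E2F7 and E2F8, the only 3 members that fell by at least 2-fold. Their removal was bound to weaken the result, so it does not test the call.

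**Figure D2:**
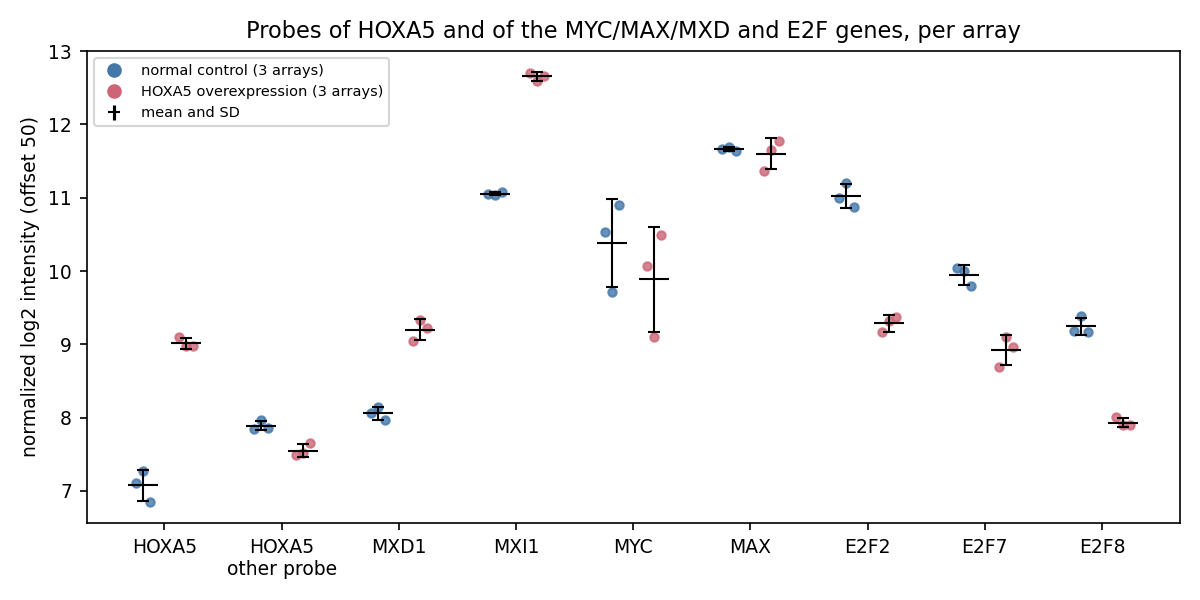
Normalized log2 intensity (vertical axis) of both HOXA5 probes and of genes of the MYC, MAX, MXD and E2F groups on each array; blue points are 3 normal control arrays, red points are 3 HOXA5 overexpression arrays, and black bars are mean and SD. The HOXA5 probe with the higher mean, MXD1 and MXI1 lie higher and E2F2, E2F7 and E2F8 lower on all 3 HOXA5 arrays, while the points of MYC overlap.

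Genes of the cell cycle fell broadly in HOXA5 overexpressing cells. In mitosis and G2/M, 53 of 68 genes fell and 0 rose, with a median change of -1.12, or -1.09 with dim genes at their bound. The kinetochore genes CENPM and SPC25, the spindle gene DLGAP5 (-1.86 ± 0.07), CCNB1 (-1.66 ± 0.19), GTSE1 (-1.43 ± 0.17) and the proliferation marker MKI67 (-1.30 ± 0.25) were among them. In DNA replication, 38 of 54 genes fell, including the helicase subunits MCM5, MCM2 (-1.97 ± 0.20) and MCM6 (-0.80 ± 0.12) and the sliding clamp PCNA (-1.24 ± 0.08). The 1 replication gene that rose was POLD4 (1.23 ± 0.16), named after its value was seen. Of 29 genes of G1/S cyclins, CDKs and nucleotide synthesis, 23 fell and 0 rose, with CDC25A, TYMS (-2.03 ± 0.33), CCNE1 (-1.33 ± 0.18), the histone chaperone NASP (-1.02 ± 0.20) and CDK2 (-0.61 ± 0.11). CDK4 did not pass the test (-0.28 ± 0.09, limma, adjusted p = 0.0952). In homologous recombination and the Fanconi pathway, 17 of 28 genes fell and 0 rose, such as FANCG (-1.75 ± 0.15), RMI1 (-1.43 ± 0.29), EXO1 (-1.41 ± 0.17) and FANCA (-1.32 ± 0.14). Camera called these 4 lists lower with adjusted p of 1.69e-24, 6.03e-17, 3.90e-12 and 1.92e-09, and they held with an estimated correlation (adjusted p = 0.00600, 0.0277, 0.0154 and 0.0154). With p-values adjusted over the list alone, 58, 45, 25 and 21 members fell, and 1 replication gene rose. Without control replicate 1, limma's adjusted p was 0.0576 for CDK2, 0.0662 for NASP, 0.0766 for MKI67, 0.0527 for TYMS and 0.0899 for RMI1. Without control replicate 2, limma's adjusted p was 0.0510 for CDK2 and 0.0679 for NASP. Another detected NASP probe gave -1.62 ± 0.06 with all arrays (limma, adjusted p = 0.000237). Without control replicate 3 or HOXA5 replicate 1, it was 0.0596 and 0.0509 for MKI67 and 0.0777 and 0.0513 for RMI1. CDK4 passed without HOXA5 replicate 2 (adjusted p = 0.0207), and CDK2, MCM6, NASP and CCNE1 did not pass with the authors' values.

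Genes of the stress response rose in HOXA5 overexpressing cells. Of 35 measured genes of the unfolded protein response and ATF4 targets, 25 rose and 0 fell, with a median of 1.26. Besides DDIT3, HSPA5 and DDIT4, the ER cochaperone DNAJB9 rose by 3.01 ± 0.23. Of 31 immediate early genes, which respond to growth factors and stress within minutes, 20 rose and 0 fell (median 1.00), with ZFP36, EGR1, JUN (2.97 ± 0.08) and FOS (2.78 ± 0.09) at the top. Of 29 genes of hypoxia and glycolysis, 16 rose and 1 fell (median 0.46), led by NDRG1 (2.80 ± 0.10), ANKRD37 (2.66 ± 0.09), the aldolase ALDOC (2.64 ± 0.08) and the collagen hydroxylase P4HA1 (2.33 ± 0.07). The 1 gene that fell, named after its value was seen, was the glycolytic enzyme TPI1 (-0.66 ± 0.14). Camera called all 3 lists higher (adjusted p = 1.25e-15, 2.89e-11 and 1.10e-07), and the calls held with an estimated correlation (adjusted p = 0.0154, 0.0154 and 0.0195). In these lists 25, 22 and 18 members rose, and 0, 1 and 1 fell, when adjusted over the list alone.

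Many proteasome genes fell, while lists of biosynthesis gave mixed results. In the proteasome list, 23 of 32 genes fell and 0 rose (median -0.67), with the regulatory subunits PSMD3 (-1.37 ± 0.21), PSMD6 (-1.16 ± 0.21), PSMC3 (-1.10 ± 0.13) and PSMC2 (-1.09 ± 0.15). Camera called it lower (adjusted p = 2.33e-12), also with an estimated correlation (adjusted p = 0.0195), and 28 members fell adjusted over the list alone. The call of PSMD6 was lost without HOXA5 replicate 1 (limma, adjusted p = 0.0518) or control replicate 1 or 2 (adjusted p = 0.0678 and 0.0582). Of 39 MYC targets in ribosome biogenesis, 20 fell and 0 rose (median -0.60), among them UTP20 (-1.96 ± 0.14), the nucleolar protein NOP56 (-1.44 ± 0.15) and the mitochondrial chaperonin HSPE1 (-1.40 ± 0.07). Adjusted over the list alone, 26 fell and 2 rose; camera gave adjusted p = 1.25e-09, but adjusted p = 0.0867 with an estimated correlation. In oxidative phosphorylation, 10 of 35 genes fell and 0 rose, such as the complex I subunit NDUFA9 (-1.16 ± 0.11), and 10 fell adjusted over the list alone. Camera called that list lower (adjusted p = 0.00178), but adjusted p = 0.0628 with an estimated correlation. Cytosolic ribosomal proteins were not called (51 genes, 5 rose and 5 fell, camera, adjusted p = 0.852); RPL9 gave -2.02 ± 0.19 with its brighter probe and 0.04 ± 0.13 with another. Cholesterol biosynthesis was not called either (23 genes, 3 rose and 7 fell, camera, adjusted p = 0.198), with TMEM97 at -1.04 ± 0.06 and EBP at -1.03 ± 0.07. Adjusted over the list alone, 4 ribosomal protein genes rose and 5 fell, and 4 cholesterol genes rose and 8 fell.

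The study placed its findings in the p53 and FoxO pathways. Of 41 p53 target genes, 11 rose and 5 fell, and 13 and 7 did so adjusted over the list alone; SESN2, a stress-induced inhibitor of growth signalling, rose by 1.99 ± 0.13 and the kinase PLK3 by 1.60 ± 0.14. Camera did not call this list (adjusted p = 0.411). Of 17 p53 pathway genes listed by the study, 7 rose and 10 fell, the same numbers as adjusted over the list alone, and camera gave adjusted p = 0.582. Those that rose included CCNG2 (1.96 ± 0.08), whose other probe gave 0.29 ± 0.10, and the growth arrest genes GADD45A (1.80 ± 0.16) and GADD45G (1.31 ± 0.15). Those that fell included CCNB1, CCNE1, GTSE1 and BID (-0.95 ± 0.21), a proapoptotic BCL2 family member. Of 27 FoxO pathway genes listed by the study, 16 rose and 8 fell, also adjusted over the list alone, with the transcription factors BCL6 (2.08 ± 0.14) and KLF2 (2.03 ± 0.11) and the enzyme PCK2 (1.89 ± 0.07) on the higher side; camera gave adjusted p = 0.00581, but adjusted p = 0.127 with an estimated correlation. Of the 24 genes named by the study in its text, 5 rose and 13 fell, and 5 and 14 did so adjusted over the list alone; camera gave adjusted p = 0.0188, but adjusted p = 0.158 with an estimated correlation. These 3 lists were chosen by the study on these samples, so they are not independent evidence of a direction. BID did not pass the adjusted p without control replicate 1, 2 or 3 (limma, adjusted p = 0.0979, 0.0580 and 0.0835) or HOXA5 replicate 3 (adjusted p = 0.0604).

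Inhibitors of CDKs and genes of apoptosis went both ways. Of 8 CDK inhibitors, 3 rose and 2 fell, with CDKN1C, which encodes p57, at 2.36 ± 0.21 and CDKN3 at -0.79 ± 0.08 (camera for the list, adjusted p = 0.450). Of 28 proapoptotic BCL2 family members and effectors, 8 rose and 5 fell, with BBC3 (2.04 ± 0.20) and BCL2L11 (1.65 ± 0.08), both encoding BH3-only proteins, on the higher side (camera, adjusted p = 0.336). Of 3 other detected BCL2L11 probes, 1 rose (0.71 ± 0.12) and the others gave 0.16 ± 0.18 and -0.03 ± 0.14. AIFM1, an apoptosis effector of mitochondria, fell (-0.56 ± 0.08, limma, adjusted p = 0.00877). It did not pass the adjusted p under 4 of 21 alternatives, the authors' values among them (limma, adjusted p up to 0.202). Of 10 antiapoptotic genes, 2 rose and 1 fell (camera, adjusted p = 0.789), and the one that fell was BIRC5 (-1.57 ± 0.16), a gene also in the mitosis program. BCL2 was dim on all 6 arrays and did not pass the test (-0.19 ± 0.11, limma, adjusted p = 0.312). For the CDK inhibitors, proapoptotic and antiapoptotic lists, 4, 8 and 2 members rose and 2, 5 and 1 fell adjusted over the list alone.

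Genes of epithelial junctions and of immune recognition rose in part. In the list of epithelial junction and keratin genes, 12 of 32 rose and 0 fell, with the transcription factor ELF3 (2.40 ± 0.13), CDH1 (1.40 ± 0.08), which encodes E-cadherin, and CLDN3 (1.40 ± 0.09). Of 25 mesenchymal genes, 6 rose and 0 fell, with LOXL2 (2.03 ± 0.06) and the fibronectin gene FN1 (limma, adjusted p = 0.00141) at the top, while CDH2 (0.24 ± 0.41, limma, adjusted p = 0.756) and VIM (0.75 ± 0.95, adjusted p = 0.657) did not pass. Without HOXA5 replicate 2, CDH2 and VIM were at -0.24 and -0.36 (limma, adjusted p = 0.135 and 0.153). Of 45 interferon-stimulated genes, 13 rose and 2 fell, led by IFITM1, BST2 (2.73 ± 0.16), OASL (1.49 ± 0.12) and IFI6 (1.49 ± 0.11). In MHC class II, 4 of 12 genes rose and 0 fell (median 0.35, or 0.18 with dim genes at their bound), with HLA-DRA at 2.24 ± 0.16, HLA-DPA1 at 1.22 ± 0.16 and HLA-DMA at 0.82 ± 0.08. In MHC class I and antigen processing, 5 of 16 rose and 2 fell, with HLA-F at 1.85 ± 0.35 and the immunoproteasome subunit PSMB10 at -1.19 ± 0.07. Other HLA-F probes gave 0.96 ± 0.10 and 0.40 ± 0.28, of which the latter did not pass (limma, adjusted p = 0.397). The call of HLA-F was lost without HOXA5 replicate 1 (limma, adjusted p = 0.0633) or control replicate 1 or 2 (adjusted p = 0.0751 and 0.0671). Of 33 NF-kB targets and inflammatory cytokines, 8 rose and 2 fell, with CXCL1 at 1.47 ± 0.15 and NFKB2 at 1.41 ± 0.14; C3 was dim on all control arrays and was at least 2.56-fold higher. Of 29 genes of lysosome and autophagy, 12 rose and 6 fell, with WIPI1 (2.24 ± 0.13) and CTSB (1.78 ± 0.23) on the higher side. List medians were 0.13 (epithelial), 0.21 (mesenchymal), 0.06 (interferon-stimulated), 0.38 (MHC class I), 0.20 (NF-kB) and 0.21 (lysosome), so the typical member changed little. For comparison, 2399 of all 18336 genes rose and 2010 fell at the same adjusted p. Camera called these 7 lists higher with adjusted p of 0.0230 (epithelial), 0.0436 (mesenchymal), 0.0188 (interferon-stimulated), 0.0188 (MHC class II), 0.0316 (MHC class I), 0.0230 (NF-kB) and 0.0370 (lysosome). None of these 7 held, at adjusted p = 0.127, 0.451, 0.195, 0.128, 0.140, 0.140 and 0.158 with an estimated correlation, in the same order. Their members that rose adjusted over the list alone numbered 13, 6, 15, 4, 10, 9 and 12, and 3, 0, 2, 0, 2, 2 and 6 fell. Without HOXA5 replicate 2, camera's adjusted p was 0.196 for the mesenchymal and 0.0568 for the lysosome list, and without control replicate 1 or 2 it was 0.0573 and 0.0576 for the mesenchymal list. The mesenchymal call was lost under 11 of 24 alternatives, among them the 75th percentile scaling, array weights and the replicate block. The lysosome call was lost under 7 of 24, among them the 75th percentile and median scalings. The median gap of the mesenchymal genes on HOXA5 replicate 2 to the other arrays of its group was 0.13.

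**Figure D3:**
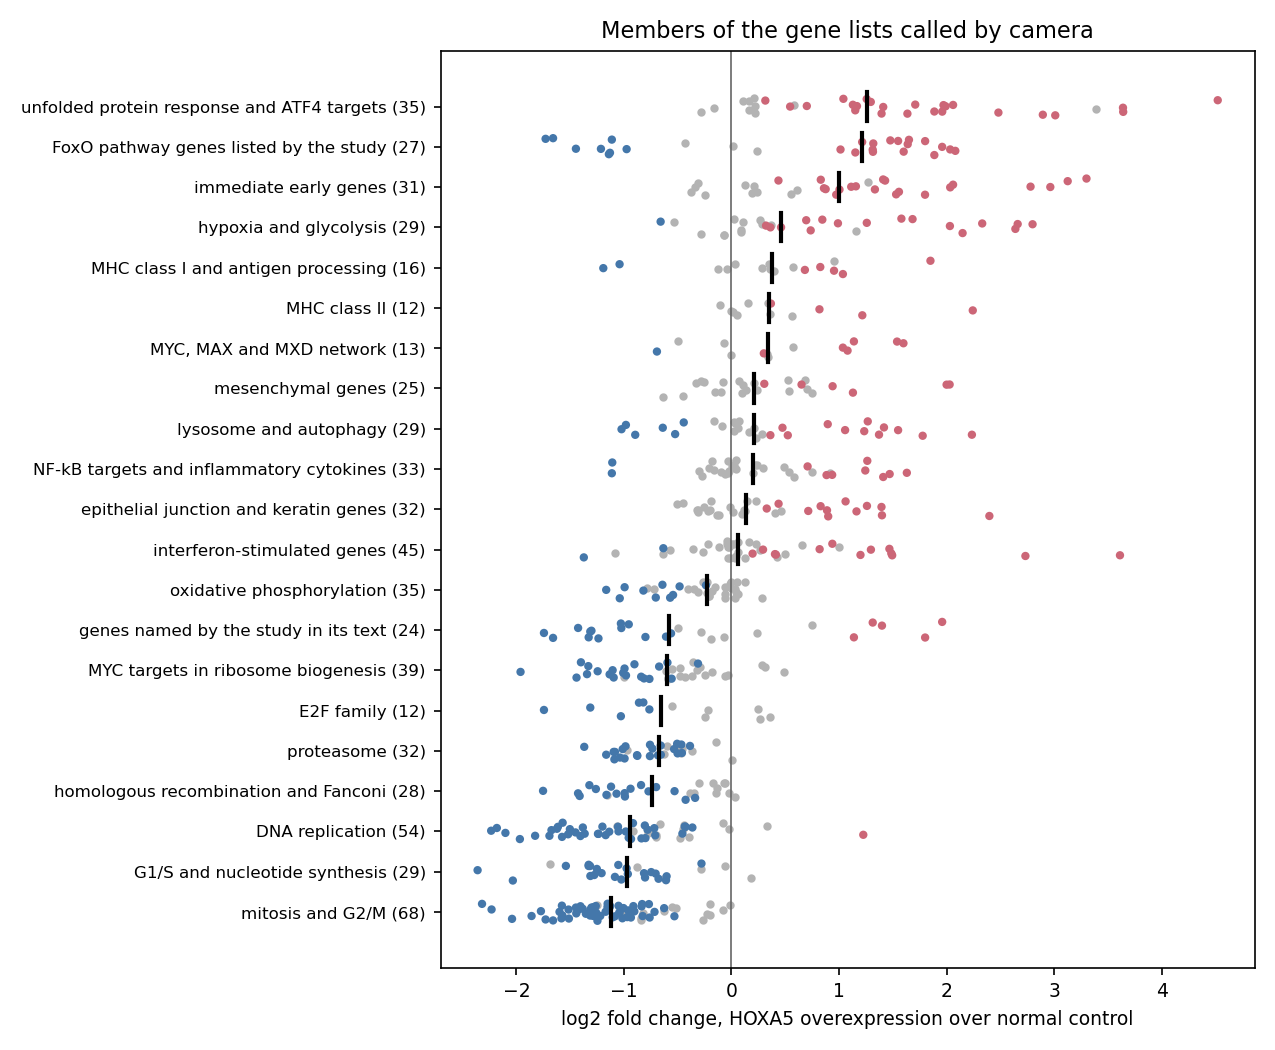
Log2 fold change of HOXA5 overexpression over normal control (horizontal axis) for the measured members of each list called by camera, with their number in parentheses; red and blue points rose or fell at limma's adjusted p under 0.05, grey points did not pass, and black bars are list medians. Of the 21 lists, 12 were called higher and 9 lower, and 8 of these calls held with an estimated correlation.

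The remaining lists were not called by camera. Of 37 other HOX cluster genes, 3 rose and 4 fell (adjusted p = 0.816), with HOXB9 at 1.30 ± 0.14 and HOXA11 at -0.88 ± 0.08. Of 19 Wnt/beta-catenin targets, 7 rose and 3 fell (camera, adjusted p = 0.717), with the Wnt antagonist DKK1 at 1.14 ± 0.10. Of 38 biliary and mucous epithelial genes, 4 rose and 7 fell (camera, adjusted p = 0.825), with ONECUT2 at 1.42 ± 0.11 and SOX9 at 0.75 ± 0.10. Of 21 hepatocyte markers, 3 rose and 3 fell (camera, adjusted p = 0.879), and of 12 housekeeping reference genes 1 rose and 2 fell (camera, adjusted p = 0.879). None of the 15 leukocyte, 9 endothelial and 10 fibroblast markers passed limma's test, and 1, 2 and 0 did at an unadjusted p under 0.05 (camera for the lists, adjusted p = 0.736, 0.825 and 0.935). For the p53 target, Wnt, hepatocyte and fibroblast lists, the median and camera's direction differed in sign, and for the biliary and ribosomal protein lists the mean and camera's direction did. Adjusted over the list alone, 3 HOX genes, 7 Wnt targets, 5 biliary genes, 3 hepatocyte markers and 1 reference gene rose, and 4, 5, 8, 3 and 2 fell.

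HOXA5 replicate 2 stood apart from the other arrays of its group. In this array 136 genes lay above and 449 below both other HOXA5 arrays by more than 1 on the log2 scale while those differed by less than 0.5, against 2 and 99 for HOXA5 replicate 3. VIM, which encodes the intermediate filament vimentin, had a normalized log2 intensity of 13.45 there and 10.33 and 9.92 on HOXA5 replicates 1 and 3, against a control mean of 10.48. Among other genes above, named after their values were seen, the gap to the mean of the other HOXA5 arrays was 5.5 for ANKRD36B, 4.9 for ACTL7B and 3.7 for GYPC. It was 3.54 for PAGE5, 3.21 for NNMT, 2.96 for MAGEA4 and 2.23 for IL13RA2. Median gaps of its leukocyte and endothelial markers to the other arrays of the group were 0.36 and 0.37, and that of the fibroblast markers was 0.10. Without this array, 832 genes were higher and 494 lower.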

Values the study reported

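Comparing HOXA5 overexpression with normal control in TFK-1 cells, the study reported 1008 genes with higher and 741 genes with lower expression, at an adjusted P below 0.05 and an absolute log2 fold change of at least 1.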

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

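The settings that drop both arrays numbered 2 or 3, leave out between-array normalization, join the authors' values to the t-test or filter those by flag were chosen after seeing the data. So were the use of an unadjusted p and the counts of probes at both thresholds. HOXA5 kept its call under all 21 alternatives (1.83 to 2.497), and MXD1 under 20 of 21 (adjusted p from 0.000775 to 0.0914). The counts of genes higher and lower stayed within 1.5 times of 703 and 438 under 22 and 21 of 25 alternatives, with 681 and 548 under the 75th percentile and 653 and 576 under the median as scaling. The other HOXA5 probe no longer passed the adjusted p under 16 of 21. Without each array in turn, limma called 582 to 832 genes higher and 346 to 494 lower, 811 to 1176 probes higher and 498 to 729 lower, 3531 to 8229 probes at the adjusted p alone and 19 to 21 lists, with HOXA5 at 1.83 to 2.03 and MXD1 at 1.08 to 1.21. An offset of 1 gave 1028 genes higher and 600 lower, and plain log2 gave 1049 and 613. The same offset of 1 gave 1553 probes higher (969 with the offset of 50), and plain log2 gave 1585 higher and 957 lower (against 630); the cause was not tested. At the adjusted p alone, the authors' values gave 1307 probes and the methods' t-test 4133, against 6512; the cause was not tested. Without both arrays numbered 3, limma called 427 genes higher and 231 lower, 600 probes higher and 346 lower, and 1486 probes at the adjusted p alone, whereas without both numbered 2, which leaves as many arrays, it called 785 genes higher, 457 lower and 5222 probes; the cause was not tested. Without between-array normalization, MXD1 was 1.06, with 243 genes higher and 209 lower, 323 probes higher and 291 lower, and 684 probes at the adjusted p alone; the cause was not tested. The t-test on the authors' values called 272 genes higher and 140 lower, and 369 probes higher and 192 lower; at unadjusted p it called 856 genes higher and 806 lower, and 1291 probes higher and 1256 lower. Among probes at flag 0 on at least 3 arrays, it called 577 higher and 347 lower, and 1053 and 1076 at unadjusted p; the cause was not tested for these counts. Camera with an estimated correlation called 8 lists in place of 21; the cause was not tested. Fry, which does not compare a list with other genes, called 28, adding p53 targets, CDK inhibitors, proapoptotic genes, Wnt targets, hepatocyte markers, cholesterol biosynthesis and the study's p53 list, whose direction it reversed (median -1.10); the cause was not tested. Of the called genes, the authors' values kept 66.7% and the methods' t-test 84.8%. Under the authors' values the median over all probes was -0.15, so changes there are relative to that shift. Arrays numbered 2 and 3 share shifts between the groups (across genes, control 3 minus 2 against HOXA5 3 minus 2, correlation 0.694). Correlations of deviations for numbers 2, 3 and 1 were 0.580, 0.640 and -0.106. Deviations within a group cancel out, so these values are not independent and cannot decide whether the numbers are pairs. The main fit did not take the numbers as pairs. With them as a block, limma called 724 genes higher and 486 lower, and MYC passed (adjusted p = 0.0188). Besides E2F7, CDK2, MCM6, NASP, CCNE1 and AIFM1, of the genes in the report PSMB10, HLA-DPA1, HLA-DMA, PSMD3, PSMD6, CDKN3, HOXA11, DKK1, SOX9 and BID no longer passed the adjusted p under the authors' values. NASP, MKI67, BID, NME1, RMI1, HLA-F and PSMD6 no longer passed it under the methods' t-test. Of the calls of other named genes, 2558 were the same, 189 weaker and 12 stronger, and of the lists 817, 35 and 6. Slide or scan batches were not run, nor camera under the t-test. HOXA5 replicate 3, with 54.0% of probes at flag 0, limits what can be read of dim genes.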

Other observations

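The gene counts of the main fit and of the offset of 1 were planned before the data were examined. All other tests in this part were chosen only after the results they measure had been seen. The count of genes lower in HOXA5 overexpression was 438. That is lower than the value quoted from the study above. The count of genes higher was 703, which is also lower, but by less than 1.5 times. Both counts depend on the offset and on the unit counted: an offset of 1 gave 1028 and 600 genes, and probes in place of genes gave 969 and 630. The study's results name RNA sequencing as the source of its counts, whereas its methods and the deposited values are of arrays. The 6 samples make 10 splits of 3 against 3, too few for a share under 0.05. The real split called 1141 genes, 6512 probes and 21 lists, against 4, 8 and 11 at the highest of the other splits. For each, 1 split, the real one, gave a result as large. Every other split mixes the groups, so the real difference enters its spread, and part of that difference stays in its contrast. Low counts of genes and probes there were therefore built in, and these splits do not show what chance alone would give.

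The unfolded protein response, immediate early and hypoxia lists, called higher in HOXA5 overexpression, had a median of 1.02 over all 94 measured genes, whether or not they rose. It was at least 0.98 under 4 other scalings and 0.97 without HOXA5 replicate 2, so it did not rest on the choice among these scalings or on that array. These fits could hardly have removed it. The 4 scalings put the median of all probes between -0.15 and 0.03. Replicate 2 lay close to its group in these lists (median gaps of -0.06, 0.02 and -0.04). They are therefore weak tests of normalization as a source. A shortage of amino acids in the HOXA5 cultures might raise ATF4 targets, and it remains open. The 11 genes of amino acid synthesis, uptake and charging had a median of 0.21, against 1.30 for 13 ER folding genes. Permuting genes between these sets, on the difference in means, gave p = 0.00054 (100000 permutations). That p treats the genes as independent and does not measure the spread between arrays. Yet 4 of the 11 rose, SLC7A11 (1.41 ± 0.09), AARS1 (1.26 ± 0.13), ASNS (1.04 ± 0.09) and MTHFD2 (0.32 ± 0.07), as did all 13 ER genes. Other differences in culture state, such as density or harvest, remain untested and go with the groups.

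The genes that stood out in HOXA5 replicate 2 were weighed next; the design gives no biological explanation for a single array. Fibroblast RNA could raise VIM, but the highest gap of a fibroblast marker was 0.66 and the gaps of COL1A1, COL1A2 and COL3A1 were 0.45, -0.26 and -0.04, against 3.33 for VIM. Outside the fibroblast list, COL4A2, TGFBI and INHBA, named after their values were seen, also lay above (gaps of 1.6, 1.6 and 1.8). Of 15 other detected probes of the genes above, 33.3% also lay above, which leaves faults of single spots undecided. Over the genes above, control replicate 2 minus 3 had a median of 0.14, which argues against a shift that both groups share, whereas over the genes below it was -0.91, which goes with such a shift. RNA of another cell line remains untested, with MAGEA4, MAGEC2, PAGE5, NNMT, IL13RA2 and CCL2, named after their values were seen, also above on this array (gaps of 2.96, 2.29, 3.54, 3.21, 2.23 and 2.11). These genes were picked, and ANKRD36B, ACTL7B and GYPC had larger gaps (5.5, 4.9 and 3.7).

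Among the p53 targets, 6 genes that ATF4 or DDIT3 also induce (BBC3, SESN2, GDF15, GADD45A, TNFRSF10B and PMAIP1) had a mean change of 1.53, against 0.03 for the other 35. The difference was 1.501. These genes were picked after their values had been seen, and SESN2 also stands in the unfolded protein response list, so the difference does not test whether these genes share control with the stress response.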
